A study of Mus musculus with 17 samples.

How the data were processed

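RNA was sequenced from endothelial cells of mouse bone marrow, sorted from wild-type (WT) animals and from animals in which the gene Eng, encoding the TGF-beta family co-receptor Endoglin, was deleted in endothelium (KO). Per the labels, the KO line combined a tamoxifen-inducible Cre recombinase driven by the endothelial Cdh5 promoter (CreERT2) with an Eng allele whose exons 5 and 6 lie between loxP sites. Tamoxifen was given at 8 weeks of age, and cells were collected 2 or 4 weeks later. All 17 animals carry the label of tamoxifen injection, and the labels do not say whether the WT animals carried the Cre transgene. Long bones were crushed, red cells were lysed, and cells negative for CD45 and Ter119 and positive for CD31 and Sca1 were sorted into lysis buffer, per the labels' protocol; the series' design text lists the same gate without Sca1. Libraries were made with SmartSeq2, a full-length method that amplifies polyadenylated RNA without molecular identifiers. Counts are therefore of amplified fragments, and intervals or floors derived from them cover counting error only.

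The deposited values are raw counts per gene, 1 table per library, with no normalization by the authors that the labels record or that the values show. They are whole numbers whose total differs in every library. The labels name no aligner, counting program, genome build, annotation or strand setting, so it is unknown how the authors' counting treated reads shared between overlapping genes, paralogs and pseudogenes. Genes are given by Ensembl identifier, 49585 in each table. Symbols, positions and biotypes came from the GENCODE M21 annotation of mouse assembly GRCm38, which matched 49326 identifiers and left 259 without a symbol. That build may differ from the one the authors used, and coordinates are 1-based positions on it. Of all identifiers, 22669 had a count of 0 in every library.

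Libraries were grouped by the genotype and time in the labels: 4 WT and 4 KO libraries at 2 weeks, 5 WT and 4 KO libraries at 4 weeks. Libraries are named by sex and number as in the labels' titles (f1, m2), and 1 female 4-week WT library carries no number (f). Total counts ran from 20477400 to 40882715 per library. A count of 3 was taken as the floor below which a gene was treated as not detected; this corresponds to 0.0734 to 0.147 CPM, the count relative to the library total in mega-counts.

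Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr on genotype, libraries were scaled by TMM, and a quasi-likelihood model was fitted with robust estimation of its dispersion. Each time point was fitted alone with sex and genotype as terms, so that each had its own estimate of the spread. All 17 libraries were fitted together, with a mean per group and a sex term, to test the difference between the KO effects at 4 and 2 weeks, and the difference between 4 and 2 weeks in WT. The same libraries with a genotype-by-sex term gave the difference of the KO effect between males and females. P-values were adjusted by the Benjamini-Hochberg method over all genes of a fit, with a threshold of 0.05. A KO effect is given as log2 fold change with its standard error (SE), the latter derived from the quasi-likelihood F statistic. Mean CPM values use the library total as denominator. For single values a two-sided exact permutation test over all assignments of the libraries to groups was run on log2 CPM (prior count 2).

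Gene lists were tested with camera in limma 3.58.1 on log2 CPM, with a preset inter-gene correlation of 0.01 and the same terms, adjusted over 19 lists per comparison. The same lists were run with fry and with an estimated correlation. The lists cover endothelial subtypes, signalling and matrix genes, marrow cell types and dissociation stress, and 284 of their 285 symbols matched. A score per library is the mean log2 CPM of the genes of a list whose mean log2 CPM was at least 4. DESeq2 1.42.0 and limma voom with sample quality weights were run as alternatives.

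The groups, the tests, their terms, the gene lists, the alternative settings and the rule for naming genes were fixed before the data were examined. The rule named Eng, 5 sex genes and 5 sorting markers, 1 of which is not reported here. For each time point and direction it named up to 5 genes past the adjusted threshold with a mean count of at least 50 and no overlap between genotypes, or the 3 genes with the smallest p-values where none passed. For the tests of a difference between effects, and for genes shared between time points, it named up to 5 genes with the smallest p-values. For WT between time points the 5 genes with the smallest p-values were named after the values were seen. The sets of p53 target genes and of ribosomal protein genes, and a term for the clusters of 4-week libraries, were also added after the data were seen.

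The alternatives were other scalings (DESeq2 size factors, upper quartile), no low-count filter, a filter of at least 10 counts in every fitted library, the other tools, no sex term, non-robust estimation, other thresholds, males alone, 1 fit for all libraries, leaving out each library in turn, and replicate numbers as a block. The replicate numbers recur in both genotypes, and the labels do not say that a number marks a shared litter, batch or day. Whether same-numbered libraries deviated together was checked by correlating, across autosomal genes of mean log2 CPM of at least 5, their deviations from their group means. At 2 weeks the 4 pairs gave r of 0.0673 (f1), -0.00342 (f4), -0.00887 (m2) and 0.0438 (m3) over 2914 genes. At 4 weeks the male pairs gave 0.415 (m1), 0.137 (m2) and 0.533 (m3) over 4572 genes, while the other WT and KO combinations had a median of -0.204, from -0.544 to 0.573. The 4-week male numbers were treated as pairing libraries, though these values do not settle that. Both libraries of each male pair lie in the same cluster of 4-week libraries, described below. WT and KO libraries within clusters correlated at 0.137 to 0.573 whatever their numbers. Pairing by number thus cannot be told from the clusters, and the labels do not state it.

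The code was tested on counts simulated from the real libraries' means, sizes and estimated dispersions, with 200 genes changed by 2 on the log2 scale. The changed genes were drawn only from those of mean log2 CPM of at least 5. Counts were drawn independently for each gene and library, without the clusters of 4-week libraries described below. At 2 weeks edgeR recovered 26.5% of the changed genes among 9606 tested, with 5.36% of its calls false; at 4 weeks it recovered 93.0% among 14399, with 5.58% false. DESeq2 recovered 57.5% and 97.5%, with 73.4% and 37.3% of its calls false. With a dispersion fixed at 0.05 in place of the estimates, DESeq2 recovered 100% at both time points, with 11.5% and 12.7% of its calls false. There edgeR recovered 100% too, with 4.76% and 6.1% false. Later values for simulated libraries are those with estimated dispersions. Other splits of the libraries into groups of the same sizes were refitted for each comparison. For the 2-week comparison 34 of the 35 distinct splits could be fitted and all of these were; for the 4-week comparison 100 of 126 were drawn, and 60 for each fit of all libraries. With DESeq2, 24 splits were drawn at 2 weeks and 60 at 4 weeks.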

Results

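The data comprised 17 SmartSeq2 libraries of bone marrow endothelial cells from individual mice. They covered WT and endothelial Eng KO animals of both sexes, 2 and 4 weeks after tamoxifen. At 2 weeks there were 4 WT and 4 KO libraries, each group with 2 females and 2 males. At 4 weeks there were 5 WT libraries (2 females, 3 males) and 4 KO libraries (1 female, 3 males). Total counts per library were 32586272 to 40882715 in WT and 26705337 to 36374553 in KO at 2 weeks, and 24491896 to 33726630 in WT and 20477400 to 26803629 in KO at 4 weeks.

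The time points differed in library complexity. At 2 weeks WT libraries had 12333.5 ± 1085 genes with at least 1 count (SD, n = 4) and KO libraries 12028 ± 1320 (SD, n = 4). At 4 weeks the numbers were 18137 ± 2162 (SD, n = 5) and 18213 ± 837 (SD, n = 4). The ranges of the time points did not overlap, at 10886 to 13583 against 15996 to 21235 genes. The 10 most abundant genes took 25.6% to 33.3% of counts at 2 weeks and 8.59% to 13.3% at 4 weeks, and mitochondrial genes took 22.2% to 29.5% and 4.66% to 8.99%. Libraries of a group correlated across genes at r of 0.484 to 0.602 (KO) and 0.488 to 0.637 (WT) at 2 weeks, and 0.842 to 0.911 (KO) and 0.793 to 0.938 (WT) at 4 weeks; genes are not independent replicates in these values. No pair of libraries was close to sampling noise, with a chi-square per degree of freedom of at least 47.1. The median biological coefficient of variation was 145% in the 2-week fit and 52.9% in the 4-week fit. The labels record no batch, and every 2-week library differs from every 4-week library in these measures, so a batch and the time point cannot be told apart. KO was therefore compared with WT within each time point.

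**Figure D1:**
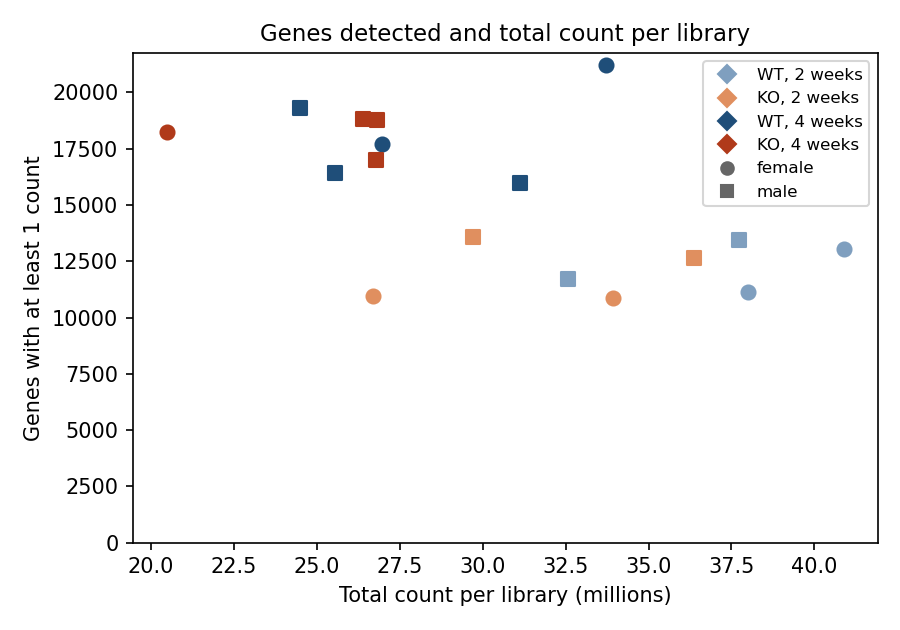
Number of genes with at least 1 count (vertical axis) against the total count (horizontal axis, in M, mega-counts), 1 point per library, coloured by group, circles for females and squares for males. The 2-week libraries lie between 10886 and 13583 genes and the 4-week libraries between 15996 and 21235, although the 2-week totals reach 40.9 M and the 4-week totals 33.7 M.

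The targeted gene was examined first in every library. Eng (ENSMUSG00000026814) is a protein-coding gene on chromosome 2, 32646595 to 32682669, plus strand; an exon overlaps Fpgs in the annotation, which leaves the assignment of reads there uncertain. At 2 weeks Eng was at 1053 ± 252 CPM in WT (SD, n = 4) and 274.3 ± 51.8 CPM in KO (SD, n = 4). The 2-week KO libraries were at 21.4% (f1), 25.3% (f4), 33.0% (m2) and 24.6% (m3) of the WT mean. At 4 weeks Eng was at 2587 ± 122 CPM in WT (SD, n = 5) and 779.1 ± 640 CPM in KO (SD, n = 4). The 4-week KO libraries were at 33.8% (f2), 12.4% (m1), 63.7% (m2) and 10.6% (m3) of the WT mean. Every KO library lay below every WT library of its time point. The two-sided exact permutation test gave p = 0.0286 at 2 weeks and p = 0.00794 at 4 weeks, each the smallest value the group sizes allow.

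In the edgeR fit with Benjamini-Hochberg adjustment over all genes, the log2 fold change of Eng was -1.96 (SE 0.249) at 2 weeks, unadjusted p = 0.000107 and adjusted p = 0.612, rank 1 of 10477 genes. At 4 weeks it was -1.72 (SE 0.501), unadjusted p = 0.00786 and adjusted p = 1, rank 45 of 15209. Eng thus stayed short of the adjusted threshold in both fits. The alternative that moved this result most was DESeq2 at 2 weeks, with a log2 fold change of -1.96 and an adjusted p of 1.63e-13; over all alternatives at 2 weeks the adjusted p ran from 1.63e-13 to 1. Leaving out each library in turn gave -2.17 to -1.785 at 2 weeks and -2.49 (without KO m2) to -1.46 (without KO m3) at 4 weeks. The KO effect on Eng did not differ detectably between time points (difference of log2 fold changes 0.19, SE 0.592, adjusted p = 1) or between sexes (0.13, SE 0.629, adjusted p = 0.999).

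**Figure D2:**
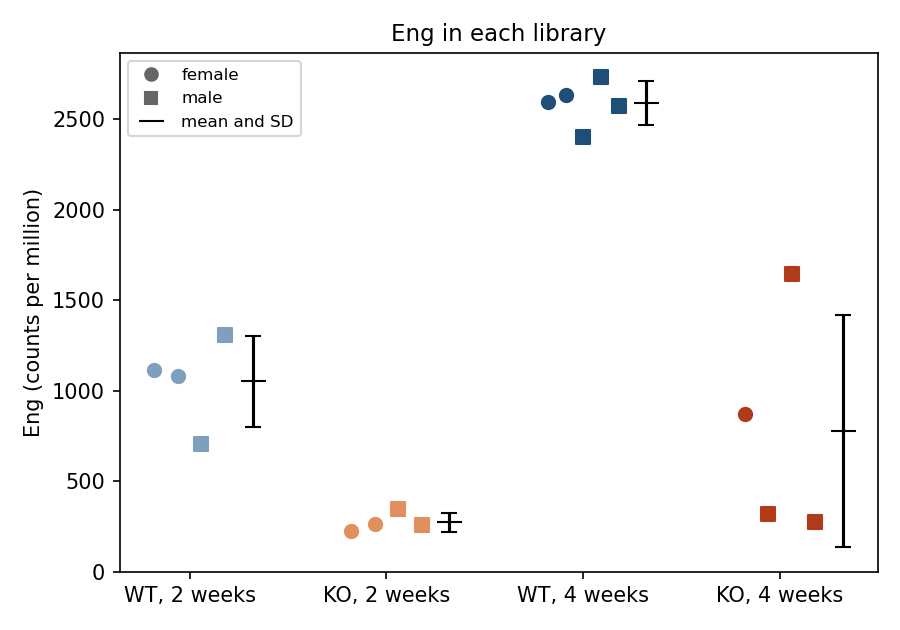
Eng in CPM (vertical axis) in each library, by group, circles for females and squares for males; the black marks show the group mean and SD. KO libraries lie between 225 and 347.2 CPM at 2 weeks and between 273.9 and 1647 CPM at 4 weeks, all below the WT libraries of their time point.

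The labelled sex was compared with sex-linked transcripts. Xist was at 5.28 to 11.2 CPM in 2-week females and 120 to 270.1 CPM in 4-week females; in males its highest value was 1.60 CPM (43 counts, 4-week KO m1). Ddx3y was at 30.2 to 119 CPM in males and had 0 counts in every female library. Eif2s3y and Uty had at most 1 count in females. Kdm5d had 0 counts in all 2-week libraries, males included, and 15 counts in the 4-week KO female f2. Uty had 0 and 6 counts in the 2-week WT males m2 and m3. No library went against its labelled sex by Xist and Ddx3y.

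Among the sorting markers, Pecam1 was at 997 ± 257 CPM in WT and 919 ± 155 in KO at 2 weeks (SD, n = 4 each), and at 2844 ± 202 in WT (SD, n = 5) and 2668 ± 292 in KO (SD, n = 4) at 4 weeks. Cdh5 was at 259 ± 54.9 and 229 ± 63.0 CPM at 2 weeks, and 676 ± 61.4 and 650.2 ± 60.4 at 4 weeks, in WT and KO. Ly6a, which encodes Sca1, was at 1645 ± 106 and 1690.0 ± 152 CPM at 2 weeks, and 2393 ± 413 and 2491 ± 479 at 4 weeks. All of these differences between genotypes were smaller than 1 SD of a group. Ptprc, which encodes CD45, had at most 2.57 CPM except in the 2-week KO library m2, at 15.6 CPM (464 counts).

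To ask which genes respond to endothelial loss of Eng after 2 weeks, KO was compared with WT over 10477 genes. No gene passed an adjusted p-value of 0.05 (edgeR, Benjamini-Hochberg), with 0 higher and 0 lower in KO; 276 genes had an unadjusted p under 0.05, 122 higher and 154 lower. Evenly spread p-values would give 523.9, but 34 splits of these libraries into groups of the same sizes, the real one included, had 4 with as many, and the others had a median of 190. The groups did not overlap for 352 genes (3.36%), where chance gives 2.86%. The alternative that moved the counts most was DESeq2, with 54 higher and 95 lower, a tool whose calls on simulated 2-week libraries were 73.4% false.

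The genes with the smallest p-values at 2 weeks, named although not significant, were Rps19, Hint1 and Esr1 among those higher in KO and Eng, Kctd20 and Vps4a among those lower. Rps19 (ENSMUSG00000040952, chromosome 7, 24884371 to 24889806) had a log2 fold change of 0.46 (SE 0.0881, adjusted p = 0.964); the annotation holds 14 named pseudogenes of it, which makes its counts uncertain. Hint1 (ENSMUSG00000020267, chromosome 11, 54866383 to 54870501) had 0.75 (SE 0.153, adjusted p = 0.964). Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614) had 0 counts in all 4 WT libraries, which allows 0.0734 to 0.0921 CPM, and 4.79 to 7.01 CPM in the 4 KO libraries, at 6.32 ± 1.03 CPM (SD, n = 4). Against the floor of 3 counts, which covers counting error only, Esr1 was at least 68.7-fold higher in KO (edgeR adjusted p = 0.964). At 4 weeks it was at 6.15 ± 2.41 CPM in KO (SD, n = 4) and 0.922 ± 1.22 in WT (SD, n = 5). Kctd20 (ENSMUSG00000005936, chromosome 17, 28951950 to 28969549) had -1.03 (SE 0.136, adjusted p = 0.612), at 374.6 ± 54.7 CPM in WT and 183.5 ± 28.8 in KO (SD, n = 4 each). Vps4a (ENSMUSG00000031913, chromosome 8, 107031222 to 107045755) had -1.57 (SE 0.28, adjusted p = 0.964), at 129.2 ± 23.3 CPM in WT and 43.2 ± 10.6 in KO (SD, n = 4 each). Kctd20 overlaps CT025867.1 and Vps4a overlaps Pdf in the annotation. DESeq2 put all 5 of these genes past the threshold, voom did so for Esr1 (adjusted p = 0.0187), and the joint fit of all 17 libraries for Vps4a (adjusted p = 0.00399).

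The same question at 4 weeks was tested over 15209 genes. Again no gene passed an adjusted p-value of 0.05 (edgeR, Benjamini-Hochberg), with 0 higher and 0 lower in KO; 422 genes had an unadjusted p under 0.05, 198 higher and 224 lower. Evenly spread p-values would give 760.5, but 100 splits of these libraries, the real one included, had 49 with as many, and the others had a median of 398. Among the 19 splits that part the male pairs as the real one does, the others had a median of 308 and 4 gave as many, the real one included. The groups did not overlap for 176 genes (1.16%), where chance gives 1.59%. DESeq2 moved the counts most, to 11 higher and 6 lower, with 37.3% of its calls on simulated 4-week libraries false.

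At 4 weeks the smallest p-values among genes higher in KO belonged to Angpt2, Rps27l and Bax, and among genes lower in KO to Abl2, Hsph1 and 1810010H24Rik; all had an adjusted p of 1. Angpt2 (ENSMUSG00000031465, chromosome 8, 18690263 to 18741562, minus strand) had a log2 fold change of 1.52 (SE 0.273), at 54.5 ± 14.6 CPM in WT (SD, n = 5) and 154.4 ± 34.0 in KO (SD, n = 4). Its WT library m2 lay below the other WT libraries, and without it the log2 fold change was 1.29. Rps27l (ENSMUSG00000036781, chromosome 9, 66946086 to 66949516) had 0.87 (SE 0.172), at 162.5 ± 18.1 CPM in WT (SD, n = 5) and 292.1 ± 57.8 in KO (SD, n = 4). Bax (ENSMUSG00000003873, chromosome 7, 45461697 to 45466898, minus strand) had 1.24 (SE 0.272), at 58.3 ± 8.34 CPM in WT (SD, n = 5) and 134.3 ± 46.8 in KO (SD, n = 4), and overlaps Gm45808. Abl2 (ENSMUSG00000026596, chromosome 1, 156558786 to 156649568) had -2.06 (SE 0.397). Hsph1 (ENSMUSG00000029657, chromosome 5, 149614287 to 149636376, minus strand) had -1.30 (SE 0.279). 1810010H24Rik (ENSMUSG00000078607, chromosome 11, 107025681 to 107030443) had 0 counts in all 4 KO libraries and was at 1.36 ± 1.07 CPM in WT (SD, n = 5), at least 9.28-fold lower in KO. That bound covers counting error only. DESeq2 put all 6 genes past the threshold, with adjusted p-values from 0.000908 to 0.0256.

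Whether the time points shared a response was examined over the 10340 genes tested at both. With an adjusted p under 0.05, 0 genes were shared. With an unadjusted p under 0.05, 269 genes at 2 weeks and 308 at 4 weeks had 19 in common where 8.01 would be given by chance, 17 of them with the same direction where chance gives 4.01 (one-sided hypergeometric p = 0.000433 for the 19, exact for independent genes, which these are not). DESeq2 gave 1 shared gene past the adjusted threshold, Bax. The 5 shared genes with the smallest p-values were Rps19, Eng, Ephx1, Bax and Jam2. Rps19 rose by a log2 fold change of 0.46 and 0.45 at 2 and 4 weeks. Ephx1 (ENSMUSG00000038776, chromosome 1, 180976210 to 181020904) rose by 0.83 (SE 0.227) and 0.90 (SE 0.221), and Bax by 1.20 (SE 0.327) and 1.24 (SE 0.272). Jam2 (ENSMUSG00000053062, chromosome 16, 84774123 to 84825928) changed by -0.61 (SE 0.157) and -0.42 (SE 0.143). None of these passed the adjusted threshold. Across genes, fold changes at 2 and 4 weeks were correlated at Pearson's r of 0.0612 and Spearman's rho of 0.0814 over the 10340 genes, and 0.125 and 0.15 over 3690 genes of mean log2 CPM above 5; genes are not independent replicates, and no p-value was computed.

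The difference between the KO effects at 4 and 2 weeks was tested directly over 13515 genes. It passed an adjusted p-value of 0.05 (edgeR, Benjamini-Hochberg) for 14 genes, 11 with a positive and 3 with a negative difference, and 1281 had an unadjusted p under 0.05. DESeq2 moved the count most, to 929. With only genes of at least 10 counts in every library the count was 0. Leaving out 1 library gave 7 to 11 genes for a 4-week library and 21 to 52 for a 2-week library, the latter without KO m2. Of the 14 genes, 13 had at most 3 counts in every 2-week library of 1 genotype, and the exception was Vps4a. The 5 genes with the smallest p-values were Reep4, Tmem175, Haus4, Ces2e and Itsn1, with adjusted p-values of 0.00185 to 0.00404. Ces2e lost its call with voom (-10.16, adjusted p = 0.192), while the others of these genes kept theirs. At 2 weeks Reep4 (ENSMUSG00000033589, chromosome 14, 70545251 to 70548933) had 0 counts in KO and was at 25.1 ± 9.42 CPM in WT (SD, n = 4), at least 224-fold lower in KO. Tmem175 (ENSMUSG00000013495, chromosome 5, 108629770 to 108648782, overlapping Dgkq) was at least 130-fold lower in KO at 2 weeks. Haus4 (ENSMUSG00000022177, chromosome 14, 54541785 to 54554616) was at least 227-fold lower, and Itsn1 (ENSMUSG00000022957, chromosome 16, 91729281 to 91920597) at least 87.4-fold lower. Ces2e (ENSMUSG00000031886, chromosome 8, 104926260 to 104934672) was at least 307-fold higher in KO. These bounds cover counting error only, and leave out random drop-out at 2 weeks, which is examined below. At 4 weeks all 5 had more than 3 counts in every library of both genotypes.

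The KO effect was compared between males and females over the same 13515 genes. No gene passed an adjusted p-value of 0.05 (edgeR, Benjamini-Hochberg), and 208 had an unadjusted p under 0.05. DESeq2 gave 111 genes, and leaving out the only 4-week KO female, f2, gave 149. The smallest p-values belonged to Arl4a, Arhgef2, Nckap5los, Aldh2 and Cybb, each with an adjusted p of 0.999. The difference, male less female, was -1.70 (SE 0.402) for Arl4a, 1.62 (SE 0.42) for Arhgef2, 3.50 (SE 0.879) for Nckap5los, 0.81 (SE 0.239) for Aldh2 and 9.98 (SE 3.02) for Cybb. Cybb had 425 and 964 counts in the 2-week KO males m2 and m3 and at most 3 in the other 2-week libraries. Its fitted value thus rests in part on groups at the floor and is not a bound. KO m2 and m3 also held the most neutrophil transcripts. Without the 4-week KO female f2 the difference was 0.89 for Nckap5los, and Arl4a passed the threshold (-2.08, adjusted p = 0.0486). Nckap5los overlaps Nckap5l on the other strand, and Arhgef2 and Aldh2 each overlap a predicted gene.

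In WT, 1086 genes differed between 4 and 2 weeks with an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 776 higher and 310 lower at 4 weeks; DESeq2 moved the count most, to 2090. Leaving out 1 library gave 520 genes (without 4-week WT f) to 1398 (without 2-week KO f1). The 5 smallest p-values belonged to the mitochondrial genes mt-Nd4, mt-Nd1, mt-Cytb, mt-Nd2 and mt-Atp6, with log2 fold changes of -2.77, -2.75, -2.74, -2.58 and -2.40 and adjusted p-values of 4.99e-06 to 6.69e-06. The median log2 fold change of all 13515 genes was 0.27, and 0.31 or 0.23 with DESeq2 size factors or upper quartile scaling, so fold changes here are relative to a shifted centre. This comparison carries whatever else differed between the time points.

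Gene lists were tested to ask whether groups of genes moved together. At 2 weeks 2 of 19 lists passed an adjusted p-value of 0.05 with camera. The neutrophil list rose with a median log2 fold change of 4.98 (9 of 9 genes higher, adjusted p = 5.27e-08), with summed CPM of 4550.0 in KO m2 and 3421 in KO m3 against 22.7 to 267 in the other 2-week libraries, and the erythroid list with 2.38 (5 of 5 genes higher, adjusted p = 7.88e-06). At 4 weeks 4 of 19 lists passed. The erythroid list rose with a median of 1.84 (10 of 10 genes higher, adjusted p = 0.000267) and the glycolysis and hypoxia list with 0.29 (17 of 17 genes higher, adjusted p = 0.000901). The basement membrane list fell with a median of -0.24 (1 of 15 genes higher, adjusted p = 0.022), and the endothelial junctions and barrier list with -0.25 (3 of 17 genes higher, adjusted p = 0.0332). With fry no list passed at 2 weeks and 1 passed at 4 weeks, the junctions list (adjusted p = 0.0198). With an estimated correlation between genes no list passed at either time point, and this alternative moved the calls most. The smallest adjusted p with the estimated correlation was 0.38 at 2 weeks and 0.516 at 4 weeks. With the males paired by number at 4 weeks only the erythroid list passed (adjusted p = 0.0378), and the glycolysis (0.0647), junctions (0.135) and basement membrane (0.207) lists did not. The junctions call was lost on leaving out any library but WT m3 (adjusted p from 0.0513 to 0.279, the highest without KO f2, where the median was -0.07), and kept without WT m3 (0.0373). It was also lost with genes of at least 10 counts in every library (0.0716). The basement membrane call was lost without WT f (median -0.15, adjusted p = 0.07), WT m2 (-0.15, 0.292), KO f2 (-0.13, 0.279) or KO m3 (-0.16, 0.0807), and the glycolysis call without KO m2 (0.16, 0.0547). At single genes, 8 list genes at 2 weeks and 2 at 4 weeks passed when adjusted over the list alone, against 0 and 0 adjusted over all genes tested. For the difference between time points only the neutrophil list passed (median -4.78, 0 of 8 genes higher, adjusted p = 8.99e-06; fry 0.197, estimated correlation 0.281), and 2 list genes passed adjusted over the list alone, against 1 (C1qb) over all genes.

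The lists that passed at 1 time point only did not pass at the other. At 2 weeks the median was -0.01 for glycolysis and hypoxia (9 of 15 genes higher, adjusted p = 0.736; 0.09 as the median of edgeR fold changes), -0.45 for basement membrane (4 of 15, 0.353) and -0.39 for junctions (4 of 17, 0.187). The neutrophil median at 4 weeks was 0.33 (8 of 9, 0.442). Scores per library were compared with two-sided exact permutation tests, adjusted over 19 scores per time point. These are not the 19 lists, since lists with too few expressed genes had no score. They include the ribosomal and p53 sets added after the data were seen, among them a p53 set picked for its small p-values. The smallest p these group sizes allow, 0.0286 at 2 weeks and 0.00794 at 4 weeks, cannot bring a single score under an adjusted p of 0.05, so the adjustment decides nothing here. The junctions score differed by -0.46 at 2 weeks (exact p = 0.0286, adjusted 0.136, every KO library below every WT library) and -0.19 at 4 weeks (exact p = 0.0317, adjusted 0.12). The glycolysis score differed by 0.00369 at 2 weeks (exact p = 0.971) and 0.32 at 4 weeks (exact p = 0.0238, adjusted 0.12), and the basement membrane score by -0.29 (exact p = 0.429) and -0.22 (exact p = 0.222). The 4-week permutations take no account of clusters or male numbers. In male pairs m1, m2 and m3 junctions scores were 8.74, 8.76 and 8.595 in WT and 8.63, 8.57 and 8.46 in KO. Glycolysis scores were 6.90, 7.23 and 7.36 in WT and 7.30, 7.80 and 7.44 in KO. The basement membrane score was higher in KO in m1 and lower in m2 and m3. Within the clusters of 4-week libraries described below, genotypes overlapped for the basement membrane score, not for junctions or glycolysis.

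The other lists did not pass in either comparison. The BMP and ALK1 signalling list, which covers the pathway Endoglin acts in, had medians of -0.33 at 2 weeks (adjusted p = 0.736) and -0.06 at 4 weeks (adjusted p = 0.614). The 2-week median changed direction with genes of at least 10 counts in every library (0.06) and without WT f4 (0.11). Median log2 fold changes at 2 and 4 weeks were -0.42 and -0.16 for TGF-beta signalling, -0.10 and -0.11 for VEGF, angiopoietin and tip cell genes, -0.39 and -0.16 for sinusoidal endothelium, and -0.16 and 0.05 for arterial endothelium. They were -0.16 and -0.07 for angiocrine factors, -0.60 and 0.34 for cell cycle, 0.10 and 0.08 for the type I interferon response, and -0.26 and 0.11 for NF-kappaB and endothelial activation. For lists of other cells or handling they were -0.18 and 0.90 for B cell, -1.54 and 0.23 for megakaryocyte, -0.52 and 0.21 for macrophage, 0.58 and -0.50 for mesenchymal and osteoblast, and -0.38 and -0.11 for dissociation stress. The smallest adjusted p among these was 0.0876, for B cell at 4 weeks. Medians of the edgeR fold changes differed in sign from these for TGF-beta signalling (0.04) and cell cycle (0.28) at 2 weeks and macrophage (-0.06) at 4 weeks. Upper quartile scaling turned the sign of the edgeR medians for NF-kappaB at 2 weeks (0.06) and for BMP and ALK1 signalling (0.03) and angiocrine factors (0.01) at 4 weeks. The lists that passed kept their direction under each scaling.

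**Figure D3:**
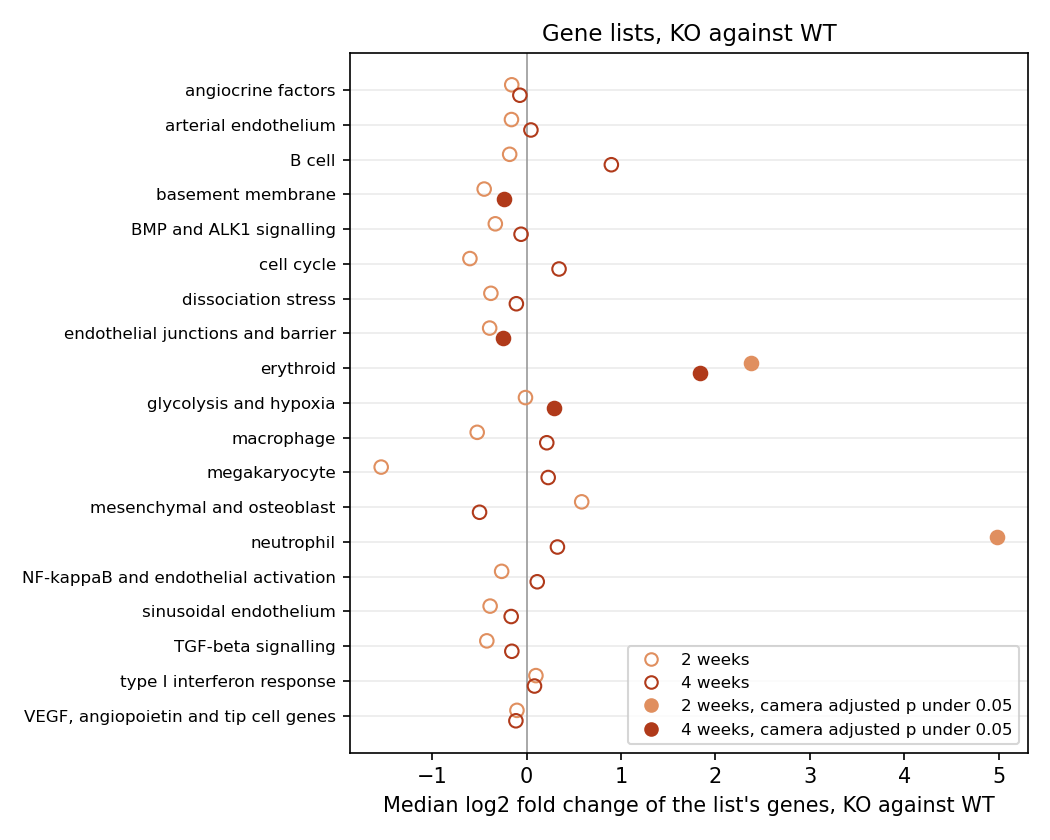
Median log2 fold change of each list's genes, KO against WT (horizontal axis), for the 19 lists (vertical axis), light points at 2 weeks and dark points at 4 weeks; filled points have a camera adjusted p under 0.05. The neutrophil list stands at 4.98 and the erythroid list at 2.38 at 2 weeks, and the erythroid list at 1.84 at 4 weeks, while the other lists lie between -1.54 and 0.90.

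The 4-week libraries were also compared with each other after removal of their group means. The first principal component of these deviations held 48.7% of their variance over 4572 autosomal genes and placed WT f3, WT m3, KO f2 and KO m3 at 14.5 to 20.4 and the other 5 libraries at -20.3 to -8.37. Each side held 2 KO libraries and libraries of both sexes. With a term for the side added after the data were seen, 0 genes passed the adjusted threshold for KO against WT at 4 weeks (edgeR, Benjamini-Hochberg), and 603 had an unadjusted p under 0.05. Within the sides, the KO effect on log2 CPM was -2.42 and -1.82 for Eng, 1.03 and 1.95 for Angpt2, 0.98 and 0.66 for Rps27l, and 1.44 and 0.79 for Bax (2 WT against 2 KO libraries, and 3 against 2). These genes separate the genotypes over all 4-week libraries, so the values within sides are no test of the sides.

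**Figure D4:**
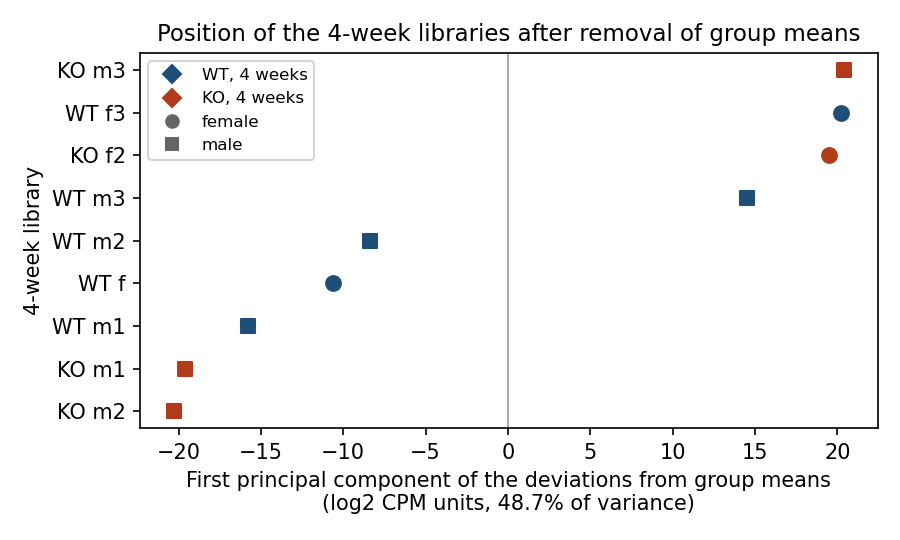
Position of each 4-week library on the first principal component of the deviations from group means (horizontal axis, log2 CPM units), 1 line per library, coloured by genotype, circles for females and squares for males. WT f3, WT m3, KO f2 and KO m3 lie at 14.5 to 20.4, and the other libraries at -20.3 to -8.37.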

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

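The tests of neutrophil transcripts were chosen only after the results were seen. The test of genes at 0 in 1 genotype and the splits of the libraries were chosen before.

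A single library lay far from the others of its group for 5 values of 102 examined, where chance gives 5.10, so their number is no more than chance gives. Angpt2 in 4-week WT m2 was at 4.77 log2 CPM, with the other WT libraries at 5.86 to 6.05. The total count of 4-week KO f2 was 20.5 M (mega-counts), with the other KO libraries at 26.4 to 26.8 M. Kctd20 in 2-week WT m2 was at 8.75 log2 CPM, with the others at 8.43 to 8.48. Vps4a in 2-week WT f4 was at 7.31, with the others at 6.84 to 6.91. Esr1 in 2-week KO f1 was at 2.19, with the others at 2.78 to 2.88. Without these libraries the log2 fold change was 1.29 for Angpt2, -0.99 for Kctd20, -1.47 for Vps4a and 10.94 for Esr1, each in the direction of all libraries. The design names no biological difference between animals of a group, and no biological explanation was tested for these values.

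The KO effect differed between 4 and 2 weeks by a test of the difference for Reep4 (12.76), Tmem175 (11.64), Haus4 (10.82), Itsn1 (12.27) and Ces2e (-12.48), in fitted log2 units that rest on groups at the floor and are not bounds. The 2-week libraries held many zeros, 17% of values for genes at a mean of 8 to 32 CPM against 0.332% at 4 weeks. Of 517 genes at 0 in 4 of the 8 libraries of 2 weeks, 12 (2.32%) had all their zeros in 1 genotype, where chance gives 2.86%, so random drop-out from few molecules may account for these genes. Among 60 splits of the genotypes within each time point, the real one included, 25 gave at least as many genes as the 14 observed. The other splits had a median of 11 and reached up to 85. For such genes an effect of Eng loss at 2 weeks stays open beside drop-out. Vps4a, also among the 14 (difference 1.72, adjusted p = 0.0275), had counts in every library, at 34.4 to 56.8 CPM in KO and 112 to 163.5 in WT at 2 weeks, so drop-out to 0 does not apply to it.

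The neutrophil list had a median difference of -4.78 between the KO effects at 4 and 2 weeks (0 of 8 genes higher, camera adjusted p = 8.99e-06; fry 0.197). At 2 weeks 12 of its 12 genes were above 10 CPM in KO m2 and 9 in KO m3, against 5 in f1, 6 in f4 and 1 to 5 in WT. S100a8 reached 1442 CPM in KO m2 and 874.6 in KO m3, against 4.50 to 87.3 in the other 2-week libraries. WT libraries also had 2 of the 12 genes at a mean of at least 10 CPM, and none of the 12 is in another list. Since the abundant transcripts rose together in the same libraries, carry-over of neutrophils into these samples may be the source. The CD45 transcript Ptprc had 464 counts in m2 and 9 in m3, so the gate did not exclude all such RNA in m2. Whether the KO marrow held more neutrophils, or the sorting let more through, was not tested, and both libraries are male.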

How the results depend on the processing

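Eng was lower in KO under all alternatives tried, with log2 fold changes from -2.17 to -1.71 at 2 weeks and from -2.49 to -1.46 at 4 weeks. Its adjusted p stayed above 0.05 in these, except with DESeq2 at 2 weeks (-1.96, adjusted p 1.63e-13, in a range of 1.63e-13 to 1). At 4 weeks the adjusted p ran from 0.381 to 1.

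With DESeq2 the number of genes was 54 higher and 95 lower at 2 weeks, 11 higher and 6 lower at 4 weeks, 1 shared between time points, 929 for the difference between time points, 111 for the difference between sexes and 2090 between time points in WT. On simulated libraries 73.4% and 37.3% of its calls at 2 and 4 weeks were false, and 11 of 24 and 33 of 60 splits of the libraries gave as many genes (3 of 13 at 4 weeks among splits parting the male pairs alike), so its counts at 2 and 4 weeks are not read as effects of genotype. No such splits were run with DESeq2 for its other counts. With voom the number was 3 higher and 9 lower at 2 weeks, and 9 for the difference between time points. One fit of all libraries gave 13 higher and 20 lower at 2 weeks, where the spread is shared with the 4-week libraries. An adjusted p under 0.1 gave 22 genes for the difference between time points. With all genes of at least 1 count it gave 6, and 580 genes between time points in WT. With genes of at least 10 counts in every library the numbers were 0 and 639, and fewer genes were tested. For the other changes the cause was not tested.

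Leaving out each library in turn gave 7 to 52 genes for the difference between time points (7 to 11 without a 4-week library, 21 to 52 without a 2-week one, the most without KO m2). It gave 0 to 149 for the difference between sexes (149 without the only 4-week KO female, f2) and 520 to 1398 between time points in WT (520 without 4-week WT f). The number of lists past the threshold was 2 to 3 at 2 weeks and 2 to 4 at 4 weeks, and the genes past it at either time point stayed at 0.

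Among gene lists, an estimated correlation between genes left 0 at 2 weeks and 0 at 4 weeks, and fry left 0 and 1. With the 4-week male numbers as a block, 1 list passed, the erythroid list (adjusted p 0.0378). The basement membrane (-0.13, 0.207), junctions (-0.08, 0.135) and glycolysis (0.24, 0.0647) lists did not. This block holds 6 libraries. Among the gene counts, named genes and lists refitted within a time point, the pairing changed no other call. It was not run for the differences between time points or sexes, the shared genes or the list scores. With it the log2 fold change of Eng was -1.93 at 2 weeks and -2.32 at 4 weeks. The median of the BMP and ALK1 signalling list at 2 weeks changed direction with genes of at least 10 counts in every library (0.0564) and without 2-week WT f4 (0.114, in a range of -0.382 to 0.114 over the libraries left out); the cause was not tested.

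The term for the clusters of 4-week libraries and TMM-scaled library sizes for CPM were chosen after seeing the data. The cluster term left 0 genes and 4 lists past the threshold at 4 weeks. Over the 60 other results and their 822 alternatives, 766 gave the same call or value, 29 were weaker, 19 stronger, 2 changed direction and 6 moved by more than the spread between replicates; 30 results did not change under any. Some alternatives left 1810010H24Rik, Esr1, Cybb, Nckap5los and the neutrophil list with no value, since their genes were not kept. With genes of at least 10 counts in every library this also held for Reep4, Tmem175, Haus4, Ces2e and Itsn1.

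The spread limits what can be seen at 2 weeks, with a median coefficient of variation of 145% against 52.9% at 4 weeks. On simulated libraries edgeR recovered 26.5% of changed genes at 2 weeks and 93.0% at 4 weeks. These were changes of 2 on the log2 scale in genes of mean log2 CPM of at least 5. Smaller changes, lower genes and the 4-week clusters were not simulated, so the recovery of such changes is unknown at both time points.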

Other observations

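The tests of handling stress and of the clusters as causes of the p53 pattern, of chance for the erythroid and ribosomal patterns, of depth for the clusters, and of Esr1 were chosen only after the results were seen.

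Where the real split gave 0 genes past the adjusted threshold, every split gives at least as many, so the counts of 34 of 34 splits at 2 weeks, 100 of 100 at 4 weeks and 60 of 60 for the difference between sexes decide nothing. At an unadjusted p under 0.05, 4 of 34 splits gave as many as the 276 genes at 2 weeks, 49 of 100 as many as the 422 at 4 weeks, and 59 of 60 as many as the 208 for the difference between sexes. Of the 19 splits that part the 3 male pairs as the real one does, 4 gave as many at an unadjusted p under 0.05, with a median of 308 among the others. The 81 splits that part fewer pairs had a median of 487. Both libraries of each pair lie in the same cluster, so parting the pairs also spreads the clusters over both groups. The split along the clusters gave 459 genes past the adjusted threshold, while the real split with the cluster as a term gave 0. For WT between time points 1 of 60 splits gave as many genes past the adjusted threshold, the real one. With DESeq2 11 of 24 splits at 2 weeks and 33 of 60 at 4 weeks gave as many genes as the 149 and 17 observed. Of the 13 DESeq2 splits at 4 weeks that part the 3 male pairs as the real one does, 3 gave as many, the real one included, with a median of 10.5 among the others. The DESeq2 split along the clusters gave 1440 genes.

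The 4-week libraries fell into 2 clusters by the first principal component of their deviations from group means. Positions were 20.2 for WT f3, 14.5 for WT m3, 19.5 for KO f2, 20.4 for KO m3, -10.6 for WT f, -15.8 for WT m1, -8.37 for WT m2, -19.6 for KO m1 and -20.3 for KO m2. WT and KO libraries correlated in these deviations at 0.137 to 0.573 within clusters (10 pairs) and at -0.544 to -0.124 across them (10 pairs). Totals ran from 20.5 to 26.97 M (mega-counts) in the smaller cluster and from 25.5 to 33.7 M in the other. They overlapped but tended lower in the smaller cluster. The component was not computed at equal depth, so depth as a cause is not excluded. The labels name no batch, and what parts the clusters remains open. At 2 weeks the first component held 29.7% of variance and set KO f1 (-36.9) and KO f4 (47.7) apart from the other libraries (-5.77 to 1.70).

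Bax, Rps27l, Gdf15, Ephx1 and Phlda3, which p53 induces, stood among the smallest p-values at 4 weeks, and prompted a test on 26 other p53 targets written down before it was run. The hypothesis was a p53 response in KO cells. At 4 weeks the score of the 14 expressed targets was 0.55 higher in KO (6.10 ± 0.0266, SD, n = 4) than in WT (5.54 ± 0.264, SD, n = 5), above the highest WT library in 4 of 4 KO libraries. The exact two-sided permutation p was 0.00794, the smallest these groups allow, and 0.0754 adjusted over 19 scores. At these group sizes a single score cannot reach an adjusted p of 0.05, here or for the scores below, so the adjusted values decide nothing. In camera tests across the genes of the fit, not exact tests, the rise remained with the immediate-early gene score as covariate (camera p = 1.65e-05), with an erythroid score (4.79e-05) and with the cluster as a term (2.82e-07), which argues against handling stress, carried-over blood RNA and the clusters as its whole cause. With fry the p-value was 0.0357. At 2 weeks the score differed by -0.29 (exact permutation p = 0.314); with 8 targets and a wide spread, a response at 2 weeks and its absence cannot be told apart. The score of the prompting genes was higher in KO at 2 weeks by 0.98 (3 of 3 genes, 4 of 4 KO libraries above the highest WT library, exact permutation p = 0.0286, adjusted 0.136). Bax and Ephx1 were also named for their values at both time points, so this score is not independent of the 2-week libraries. A p53 response at 4 weeks may follow Eng loss, but the Cre recombinase and tamoxifen may also cause it if WT animals lacked Cre, and it was tested on the libraries that prompted it.

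Esr1 was at 4.79 to 7.01 CPM in the 4 KO libraries and had 0 counts in the 4 WT libraries at 2 weeks. At 4 weeks all KO libraries had it (f2 4.88, m1 7.95, m2 3.40 and m3 8.38 CPM), and among WT f had 2.11 and m3 2.41 CPM and the others at most 3 counts. The exact two-sided permutation p was 0.0286 at 2 weeks and 0.0317 at 4 weeks. In the edgeR fit Esr1 did not pass at either time point (adjusted p 0.964 and 1), with a 4-week log2 fold change of 2.78 and an unadjusted p of 0.116, rank 1227. The lowest KO value at 4 weeks, 3.40 CPM, was above the highest WT value, 2.41, where zeros are few, which argues against random drop-out as the whole cause. A candidate explanation is that reads of the CreERT2 transgene, which carries an estrogen receptor domain, were counted as Esr1. In the usual construct that domain is of human sequence, and the labels do not state it, so how many of its reads would count for the mouse gene is unknown. Gene counts hold no read positions, and a rise of the endogenous gene stays open. If the explanation holds, WT animals may have lacked Cre, and effects of Cre could not be told from those of Eng loss.

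Erythroid transcripts were higher in KO. Hbb-bs was at 114 to 549.6 CPM in KO and 36.5 to 84.2 CPM in WT at 2 weeks, and at 327 to 1593 and 66.97 to 680.0 CPM at 4 weeks. The score differed by 2.23 at 2 weeks (exact permutation p = 0.0286, the smallest possible, adjusted 0.136; 4 of 4 KO libraries above the highest WT library) and by 1.85 at 4 weeks (exact permutation p = 0.0635, adjusted 0.201; 3 of 4). At 2 weeks the KO scores were 5.78 (f1), 6.15 (f4), 7.93 (m2) and 7.35 (m3), and the highest WT score was 5.25 (f1). KO m2 and m3 also held the most neutrophil transcripts, so carry-over of marrow cells stays open at 2 weeks, where it was not tested. The permutation at 4 weeks takes no account of the clusters or the male numbers. Within the clusters the score differed by 0.83 (2 WT and 2 KO libraries) and 2.42 (3 and 2) with no overlap between genotypes. It was higher in KO in each male pair, at 5.33 and 6.05 (m1), 4.43 and 8.53 (m2), and 7.15 and 7.51 (m3). The list passed with the male numbers as a block (camera adjusted p 0.0378) and not with fry over all libraries (0.599). Chance is thus not excluded at 4 weeks by the permutation, while the direction held within clusters. The male pairs lie within the clusters, so their direction follows from that and adds no separate evidence. WT libraries also had 4 of 11 genes of the list at a mean of at least 10 CPM at 2 weeks and 5 at 4 weeks. At 4 weeks the excess over the mean of the neutrophil, B cell and megakaryocyte lists was 1.20 (exact permutation p = 0.214). At 4 weeks these lists had 3, 1 and 0 genes at a WT mean of at least 10 CPM, and none was among the 19 scores compared. The value subtracted thus rests on few or low genes. Carry-over of all marrow cells and of erythroid cells or their RNA alone therefore cannot be told apart with these few libraries.

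Ribosomal protein genes were higher in KO by a score of 0.26 at 2 weeks (72 of 73 genes, exact permutation p = 0.0286, adjusted 0.136, 4 of 4 KO libraries above the highest WT library) and 0.24 at 4 weeks (72 of 72, exact permutation p = 0.0317, adjusted 0.12, 2 of 4). The direction held under each scaling, and at 4 weeks the genotypes overlapped within the cluster of 5 libraries. In the male pairs the WT and KO scores were 8.904 and 8.903 (m1), 8.717 and 9.059 (m2), and 8.731 and 8.897 (m3). The ribosomal score thus rose in m2 and m3 and not in m1. Less other protein-coding genes of at most 2691 exon bases, the median log2 fold change was 0.231 at 2 weeks and 0.112 at 4 weeks. Those genes had a log2 CPM of at least 7.68 at 2 weeks and 7.8 at 4 weeks. On the difference of mean log2 CPM per library the exact permutation p was 0.0286 at 2 weeks and 0.246 at 4 weeks. The rise thus exceeded that of these genes at 2 weeks, and cannot be told apart from theirs at 4 weeks. They were not matched to ribosomal protein genes in length or level, so better recovery of the shortest transcripts is not excluded.

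At equal depth the 2-week libraries still had fewer genes, at most 13261 against at least 15615 at 4 weeks (two-sided exact permutation p = 4.11e-05), so sequencing depth does not account for the difference. Fewer cells or molecules per library, a batch and the time itself stay open.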
